A study of Vitis vinifera with 12 samples.

How the data were processed

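Binding of 3 NAC-family transcription factors of grapevine (Vitis vinifera), NAC03, NAC33 and CARPO, was measured by DNA affinity purification sequencing (DAP-seq). Per the labels, each factor carried a HALO affinity tag and was made in rabbit reticulocyte lysate, a cell-free translation system. The immobilised protein was mixed with a library of fragmented, protein-free genomic DNA of the cultivar Syrah, and the bound fragments were eluted, amplified by PCR and sequenced on a NextSeq 500. DNA came from young leaf or from berry, per the source labels. The growth and treatment texts name leaf for every sample, the berry samples included, so the DNA source is given here as the source label states it. Sample titles carry 500 or 1000 with no unit, and the libraries are called "labelled 500" and "labelled 1000" below.

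The series holds 12 samples. The 3 HALO-GST control samples have no event list here and were not analysed here. The 7 event lists used are NAC03 labelled 500 on leaf DNA, NAC33 and CARPO labelled 500 on leaf DNA, NAC33 and CARPO labelled 1000 on leaf DNA, and NAC33 and CARPO labelled 500 on berry DNA. The NAC33 and CARPO lists labelled 500 on leaf DNA were each made from 2 replicates together, per the labels. Each of the others belongs to 1 library.

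The deposited files are event lists without a header line, in a 10-column narrowPeak layout with decimal commas. The event caller appears only in the naming of the files, as GEM. The aligner, the genome build, the control given to the caller, the filters and all versions are not stated. Each interval is 201 bp wide, and the event position was taken as the start plus the offset in the last column, counted from 1. Column 5 is a deposited score, which the values show to be a straight-line rescaling of column 7 within each list, with a residual of at most 0.661. The meaning of columns 7 to 9 was inferred from the values, because no header names them. Column 7 was taken as the strength of the event, column 8 as −log10 of its p-value with a cap at 999, and column 9 as the Benjamini-Hochberg adjustment of column 8. The lowest −log10 q-value of the lists lay between 2 and 2.03, which corresponds to a q-value threshold of 0.01. Event strength is the authors' value and was used only to describe, rank or filter events within 1 list. The lists hold no read totals, so sequencing depth is unknown.

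The values of columns 8 and 9 give the number of candidate events over which the adjustment was made, estimated as the median over the events of a list. For each of 7 pairs of lists, the share of events of the shorter list with an event of the longer list within 100 bp was computed. This share was compared with 1000 rotations of the shorter list along its chromosomes, which keep the spacing of its events. The test was one-sided, and the smallest p-value it can give is 0.001. The length of each sequence was taken as the highest event end in any list. P-values were adjusted over the 7 comparisons by the Benjamini-Hochberg method. Shares carry exact Clopper-Pearson 95% intervals. The intervals treat the events of a list as independent, which they may not be, and cover counting error only. Each condition has 1 list, so there is no spread between replicates, and the rotation tests compare lists and not conditions. No difference in overlap between pairs of lists was tested. Fisher's exact test was used only to compare groups of events within 1 list. Each list was also divided into 5 rank classes of event strength.

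Events named in the text were chosen by a rule fixed before the data were examined. They are the 5 events with a partner within 100 bp in all 7 lists and the best mean rank of strength, and the strongest event of each list. Any other event named was chosen after its values were seen. The 7 comparisons, the test and the alternatives below, except for the last, were fixed at the same time. Alternatives were other partner distances (25, 50 and 250 bp), any overlap of the deposited intervals, the events above the median strength of each list, the strongest 731 events of every list, rotation by 5 to 50 kb only, the numbered chromosomes only, the Jaccard index, events merged within 500 bp, a −log10 q-value of at least 4, and ranking by p-value. A partner distance of 3 bp was added after the data were seen.

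The planned analyses of a NAC sequence motif at the events and of event position relative to genes were not run, and no gene or motif word is named, because no genome or annotation of the event coordinates' build was used here. The gene table at hand comes from another named assembly and holds 0 of the 6 gene identifiers in the labels. The rotation test was tested on simulated data with the real list lengths, using 100 rotations. Simulated events were placed uniformly at random, so the lists lacked the clustering and uneven spread that real lists can have. A planted share of 30% was recovered as 30.1% to 30.5% in the 7 comparisons. Of 280 pairs of unrelated lists, 12 (4.29%) passed a permutation p of 0.05. By comparison, the number ranged from 0 of 40 for NAC33 with NAC03 to 5 of 40 for CARPO with NAC03. All 40 unrelated lists of a comparison were set against the same longer list. The error rate on clustered lists was therefore not measured. The estimate of candidate events was off by at most 0.772% in simulated lists. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.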

Results

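DAP-seq, which sequences the genomic fragments that a purified factor retains from naked DNA, was used to locate binding events of the grapevine NAC factors CARPO, NAC33 and NAC03. The 7 event lists held 44889 events on 19 numbered chromosomes and on a further sequence named chr00. The genome build is not stated, so positions are given as deposited. There was 1 list per condition and no replicate list. Read depth was not recorded in the lists.

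On leaf DNA labelled 500, CARPO had 14786 events, NAC33 had 5870 and NAC03 had 4277. The CARPO and NAC33 lists each came from 2 libraries and the NAC03 list from 1 library. On leaf DNA labelled 1000, CARPO had 9170 events and NAC33 had 6298. On berry DNA labelled 500, CARPO had 3757 events and NAC33 had 731. The alternative that moved these numbers most was a −log10 q-value of at least 4, which left 98 of the 731 NAC33 berry events.

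The estimated number of candidate events behind each list ranged from 8348 for CARPO on berry DNA to 20339 for CARPO on leaf DNA labelled 500. The share of candidates that passed the deposited threshold was 72.7% for CARPO labelled 500 on leaf DNA and 71.7% for CARPO labelled 1000. It was 45.0% for CARPO on berry DNA. For NAC33 it was 32.8% at 500 and 40.2% at 1000 on leaf DNA, and 7.41% on berry DNA. For NAC03 it was 32.6%.

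**Figure D1:**
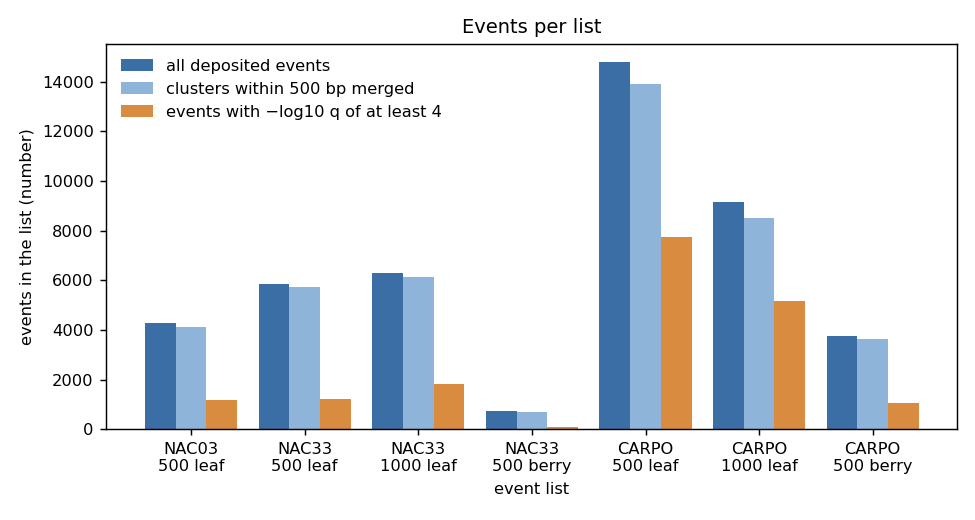
Number of events in each of the 7 lists (vertical axis, count), as deposited, after merging events within 500 bp, and with a −log10 q-value of at least 4. CARPO labelled 500 on leaf DNA had the most events (14786) and NAC33 on berry DNA the fewest (731).

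The first question was how far the event lists of the 3 factors held the same places on leaf DNA labelled 500. Of the 4277 NAC03 events, 3094 had a CARPO event within 100 bp (72.3%, 95% interval 71.0% to 73.7%). Rotated lists gave a mean of 0.630%. Of the 5870 NAC33 events, 1240 had a CARPO event within 100 bp (21.1%, 95% interval 20.1% to 22.2%), and rotated lists gave 0.620%. Of the NAC03 events, 943 had a NAC33 partner (22.0%, 95% interval 20.8% to 23.3%), against 0.247% in rotated lists. Each of the 3 overlaps exceeded all 1000 rotations (one-sided permutation p = 0.001, the smallest the rotations can give, adjusted p = 0.001 over 7 comparisons). The rotations stand only for random placement along the chromosomes. Recovery that does not depend on the factor could also exceed them, and the control libraries were not analysed here. Apart from the Jaccard index, which is a different measure, the alternative that moved these shares most was a partner distance of 3 bp, which gave 49.2% for NAC03 in CARPO, 6.95% for NAC33 in CARPO and 7.39% for NAC03 in NAC33.

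The share with a CARPO partner was 51.2 percentage points higher for NAC03 than for NAC33. This difference has no test, because each factor had 1 list. When every list was reduced to its strongest 731 events, 50.1% of NAC03 events (95% interval 46.4% to 53.8%) and 14.9% of NAC33 events (95% interval 12.4% to 17.7%) had a CARPO partner. The median distance between partners was 1 bp for NAC03 and CARPO, 16 bp for NAC33 and CARPO, and 15 bp for NAC03 and NAC33.

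In the reverse direction, 21.5% of the CARPO events had a NAC03 partner and 8.74% had a NAC33 partner. Of the CARPO events, 812 had partners in both other lists, 2369 in the NAC03 list only and 481 in the NAC33 list only, and 11124 (75.2%) had none. Of the NAC33 events, 4477 (76.3%) had no partner in the CARPO or NAC03 list. Of the NAC03 events, 1030 (24.1%) had none and 790 (18.5%) had both.

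The next question was whether lists labelled 500 and 1000 held the same events. For CARPO, 6964 of the 9170 events labelled 1000 had a partner labelled 500 (75.9%, 95% interval 75.1% to 76.8%; rotations 0.631%). For NAC33, 2317 of the 5870 events labelled 500 had a partner labelled 1000 (39.5%, 95% interval 38.2% to 40.7%; rotations 0.264%). Both exceeded all rotations (one-sided permutation p = 0.001, adjusted p = 0.001). The label and the number of libraries behind the list changed together in both comparisons, so their effects were not separable.

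For leaf and berry DNA labelled 500, 3244 of the 3757 CARPO berry events had a leaf partner (86.3%, 95% interval 85.2% to 87.4%; rotations 0.625%). For NAC33, 360 of the 731 berry events had a leaf partner (49.2%, 95% interval 45.6% to 52.9%; rotations 0.249%). Both exceeded all rotations (one-sided permutation p = 0.001, adjusted p = 0.001). Only 22.6% of the CARPO leaf events and 6.10% of the NAC33 leaf events had a berry partner, which the shorter berry lists limit. In both cases the leaf list came from 2 libraries and the berry list from 1.

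Among all 21 pairs of lists, reduced to the strongest 731 events, CARPO lists shared 59.2% to 69.1% of their events with each other. NAC33 lists shared 26.8% to 50.2% with each other. CARPO and NAC03 lists shared 34.6% to 50.9%, so this range overlapped that of NAC33 with itself. NAC33 and NAC03 lists shared 12.7% to 24.4%, and CARPO and NAC33 lists shared 7.25% to 19.6%.

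**Figure D2:**
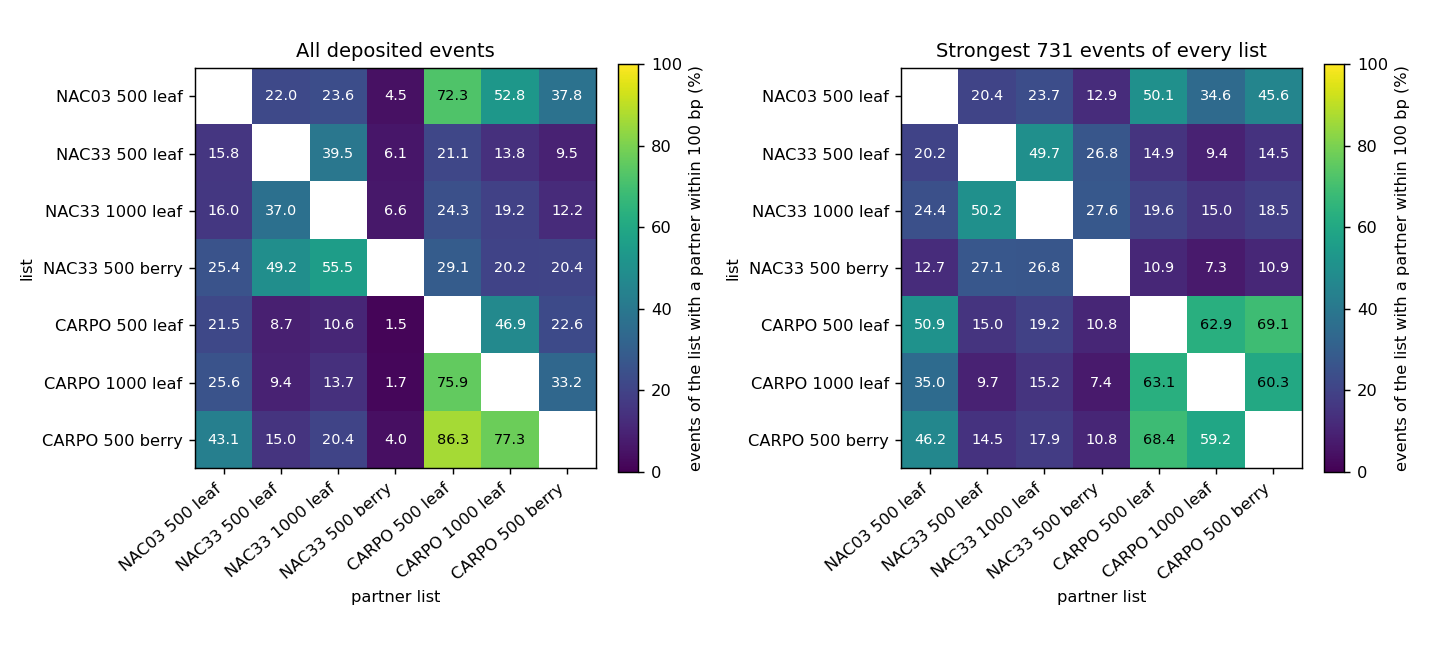
Percentage of events of each list (vertical axis) with a partner within 100 bp in another list (horizontal axis), for all deposited events and for the strongest 731 events of every list. At equal length, CARPO lists shared 59.2% to 69.1% with each other and 7.25% to 19.6% with NAC33 lists.

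Overlap was compared across 5 rank classes of event strength within the list named first. For NAC33 with CARPO on leaf DNA labelled 500, 35.2% of the strongest class and 10.6% of the weakest had a partner. For NAC03 with CARPO the values were 85.9% and 54.3%, and for NAC03 with NAC33 they were 33.5% and 13.2%. For NAC33 labelled 500 with NAC33 labelled 1000 they were 75.5% and 13.2%. For CARPO labelled 1000 with CARPO labelled 500 they were 97.9% and 44.7%. For the berry lists with the leaf lists, they were 72.1% and 23.3% for NAC33 and 96.4% and 63.9% for CARPO. In the CARPO berry list the second class, at 97.2%, was not below the strongest. The same fall from the strongest to the weakest class was found with ranking by p-value in all 7 comparisons, with a size that differed from that by strength.

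**Figure D3:**
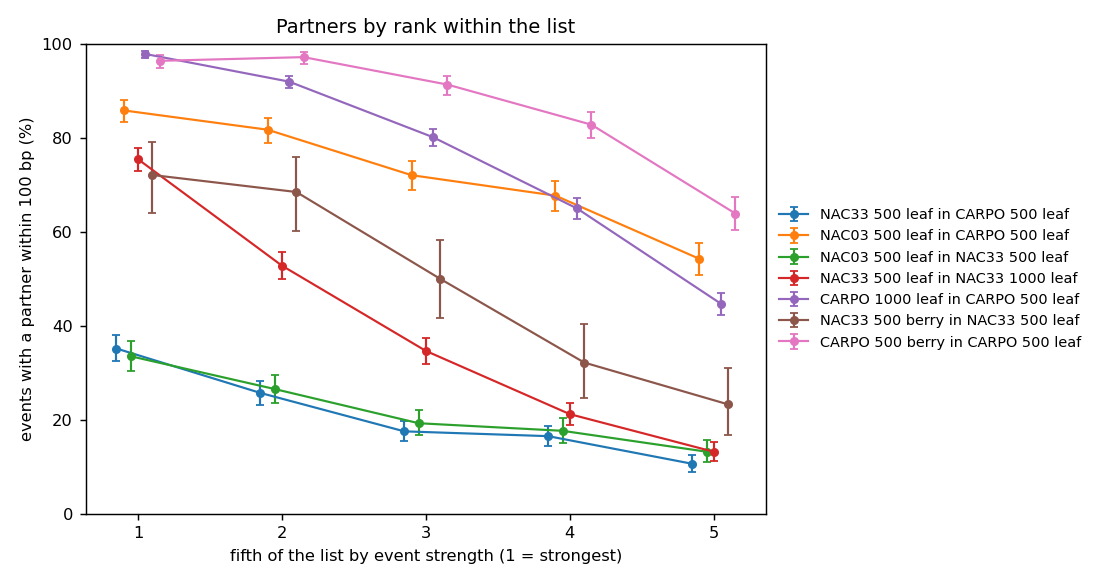
Percentage of events with a partner within 100 bp (vertical axis) in 5 rank classes of event strength, 1 being the strongest (horizontal axis), for 7 pairs of lists, with 95% Clopper-Pearson intervals. For NAC33 labelled 500 in the list labelled 1000, the share fell from 75.5% to 13.2%.

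The strongest event of all 3 NAC33 lists lay at 1 place on chromosome 13. Its interval was 12023008 to 12023208 in the list labelled 500 on leaf DNA, with a strength of 13535, which was 4.33 times that of the next event. In the list labelled 1000 the strength was 11632 (4.98 times the next), and on berry DNA it was 7854.8 (4.93 times the next). The NAC33 position labelled 500 on leaf DNA was 12023108. An event within 100 bp of it ranked 2 in the NAC03 list, at 12023097 with a strength of 4350.8. In the CARPO list labelled 500 on leaf DNA such an event ranked 5, at 12023114 with a strength of 5151.2. Neither the CARPO list labelled 1000 nor the CARPO berry list had an event within 100 bp. The strongest NAC03 event lay on chromosome 1 at 12468817 to 12469017 (strength 4757). For CARPO, it lay on chromosome 9 at 20833239 to 20833439 in both lists labelled 500, with strengths of 11804.7 on leaf and 6258.4 on berry DNA. In the CARPO list labelled 1000 it lay on chromosome 11 at 19741224 to 19741424 (strength 13132). Strengths are not comparable between lists.

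There were 99 CARPO events on leaf DNA labelled 500 with a partner in all of the other lists. The 5 with the best mean rank were on chr00 at position 10871250 (mean rank 18.3), on chromosome 18 at 1904409 (30.3), on chr00 at 7161639 (36.4), on chromosome 9 at 2611085 (39.9) and on chromosome 18 at 9833623 (55). The first had a strength of 1727 in this CARPO list, 360.9 in NAC33 labelled 500 on leaf DNA and 419.1 in NAC03. These places recurred with every factor, and the control libraries that could show whether they bind without a factor were not analysed here.

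The distance between partner events was most often 0, 1 or 2 bp in all 21 pairs of lists. Between CARPO labelled 500 and 1000 on leaf DNA, 3336 partners (48.1%) lay 2 bp apart, 1721 on 1 side and 1615 on the other. Between NAC33 labelled 500 and 1000, 1056 (45.6%) lay 2 bp apart. Between NAC03 and CARPO labelled 500, 1875 (60.6%) lay 1 bp apart. Between NAC33 and CARPO labelled 500 on leaf DNA, 365 (29.4%) lay at 0 bp.

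**Figure D4:**
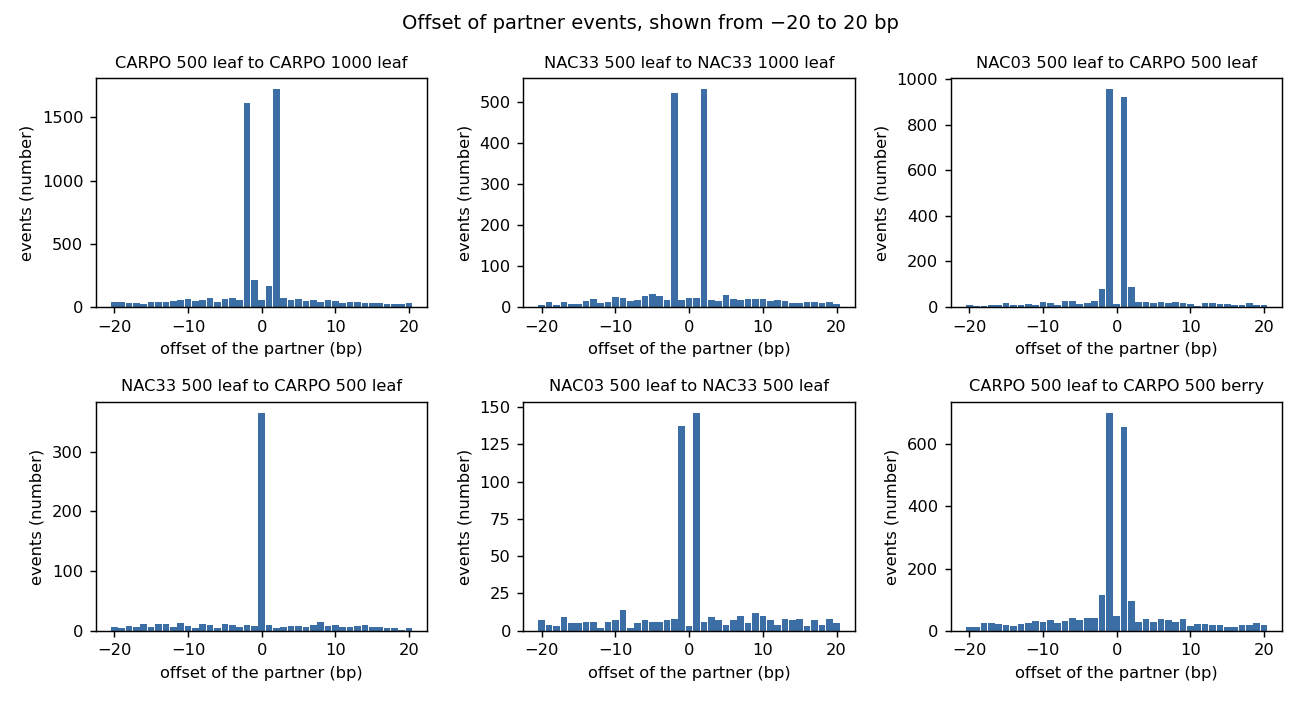
Number of events (vertical axis) by the offset of their partner in bp (horizontal axis) for 6 pairs of lists. CARPO labelled 500 and 1000 peaked at 2 bp on both sides, with 1721 and 1615 events, and NAC33 and CARPO labelled 500 on leaf DNA peaked at 0 bp with 365.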

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

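Of the tests in this part, the comparison of both factors for an effect of pooled libraries was chosen after the result was seen, while the test at 1 unadjusted p-value was chosen before its outcome was seen.

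The number of events moved in opposite directions with the title number. NAC33 had 1.07 times as many events labelled 1000 as labelled 500 on leaf DNA, a gain of 428 events. CARPO had 0.620 times as many, and its number fell by 5616. The difference between the factors was not tested, because each condition had 1 list.

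Adjustment of the p-values over different numbers of candidate events was weighed first. Had it made the directions differ, a single unadjusted threshold would bring both factors to the same direction. At a −log10 p-value of at least 4, the ratio was 1.18 for NAC33 and 0.650 for CARPO, so the directions stayed opposite and this explanation is argued against.

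The lists labelled 500 were called from 2 libraries together and those labelled 1000 from 1, which may lower the number of events at 1000 for reasons of depth. Pooling that acts through depth alone would lower it for both factors, and the NAC33 ratio of 1.07 lies on the other side of 1. Calling from 2 libraries together may also remove events seen in 1 library only, which would act in the opposite direction. Neither effect was measured. Without repeat lists there is no spread against which to set a ratio that close to 1, so pooling and the title number cannot be told apart. At a −log10 q-value of at least 4 the NAC33 ratio was 1.51 and the CARPO ratio 0.664. Differences in depth between libraries and a true difference between the factors in what the title number stands for stay open and were not tested.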

How the results depend on the processing

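The partner distance of 3 bp was chosen after the data were seen, and all other alternatives below were fixed in advance.

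Each of the 7 overlaps stayed above its rotations, with a permutation p of 0.001, under all 10 alternatives applied to the overlaps. The Jaccard index rests on the same partner counts as the main share, so its p-value could not differ. Merging within 500 bp and the −log10 q-value of at least 4 were applied to the numbers of events and not to the overlaps. The shares ranged from 6.95% (3 bp) to 24.7% (250 bp) for NAC33 in CARPO, from 49.2% to 74.8% for NAC03 in CARPO and from 7.39% to 24.4% for NAC03 in NAC33 at the same distances. They ranged from 19.7% (3 bp) to 49.7% (strongest 731 events) for NAC33 at 500 in 1000 and from 42.5% (3 bp) to 83.5% (events above the median strength) for CARPO at 1000 in 500. For berry in leaf the highest shares, 66.1% for NAC33 and 94.8% for CARPO, came from events above the median strength. The lowest for CARPO was 44.8% (3 bp). The lowest for NAC33 came from the strongest 731 events, with 27.1% of berry events in leaf and 26.8% of leaf events in berry. The Jaccard index, a different measure, is left out of these ranges. Rotation by 5 to 50 kb raised the chance level to at most 0.869%.

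The difference of 51.2 percentage points between NAC03 and NAC33 in their share with a CARPO partner kept its sign under 9 alternatives. It was 13.0 as a difference in Jaccard index and 42.3 at 3 bp. With the strongest 731 events of every list neither list is the shorter one, and the difference was taken over the CARPO events, of which the share with a NAC03 partner was 35.8 percentage points above the share with a NAC33 partner. The cause was not tested.

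At a −log10 q-value of at least 4, the lists held 1163 (NAC03), 1212 (NAC33 labelled 500, leaf), 1832 (NAC33 labelled 1000), 98 (NAC33 berry), 7758 (CARPO labelled 500, leaf), 5153 (CARPO labelled 1000) and 1069 events (CARPO berry), fewer because the threshold is stricter. At this threshold NAC03 and NAC33 labelled 500 on leaf DNA were close in number. Merging events within 500 bp left every list within 1.5 times its length.

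With ranking by p-value, the difference in share between the strongest and the weakest class was 25.1 percentage points for NAC33 in CARPO, 35.9 for NAC03 in CARPO, 25.8 for NAC03 in NAC33, 53.7 for NAC33 at 500 in 1000, 46.2 for CARPO at 1000 in 500, 36.5 for NAC33 berry in leaf and 21.6 for CARPO berry in leaf. By strength these were 24.5, 31.6, 20.3, 62.3, 53.2, 48.8 and 32.5. The cause was not tested.

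No paired analysis was possible because replicates were called together and each condition had 1 list. For the same reason no replicate was left out in turn. The alternatives for the sequence motif and for gene position were not run. Unknown read depth limits every comparison of list lengths, since a missing partner can be an event below the threshold.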

Other observations

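In this part, the test on chr00 partners was chosen before its outcome was seen. The tests on the share of chr00 among strong events, recurring events, offsets, placement, carry-over and pooled libraries were chosen after the result was seen, as was the use of the equal-length lists, themselves fixed in advance, as a test of list length.

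NAC03 events had a CARPO partner more often than NAC33 events, 72.3% against 21.1%. Weak NAC33 events that do not recur would lower the NAC33 share. Of the 2317 NAC33 events that recurred at 1000, 35.0% (95% interval 33.1% to 37.0%) had a CARPO partner, against 12.1% of the 3553 that did not. The recurring events stayed below the NAC03 share, so weak events account for part of the gap at most. Different list lengths are argued against as the whole cause by the 14.9% found for NAC33 at equal length, against 50.1% for NAC03. A difference in binding preference between the factors is a hypothesis that stays open, as do library quality, the unknown depth and carry-over between the NAC03 and CARPO libraries, none of which was tested. NAC03 had a single list.

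The distances between partners piled up at 0, 1 or 2 bp. A shift of the coordinates of one list would put partners on 1 side, but 51.6% of the 2 bp offsets between CARPO labelled 500 and 1000 were positive. A candidate explanation is that each list places its events at 1 fixed base of a directional sequence feature. With positions of 1 bp for the NAC33 and CARPO lists labelled 500 on leaf DNA, -1 bp for those labelled 1000, 0 bp for both berry lists and NAC03 set to 0 bp as the reference, the most frequent distance followed in 14 of 14 remaining pairs. The side given to the NAC33 lists was settled after the distances were seen, so part of this success was built in. Both berry lists lay at the NAC03 position. Pairs with a berry list therefore gave the same predicted distance whatever the side, and only pairs among the other lists test the sides. NAC33 and CARPO had the same position within each label and DNA source, while NAC03, with the same label and DNA as the lists at 1 bp, lay 1 bp away from them. The NAC03 list came from 1 library and those at 1 bp from 2, so the factor and the pooling of libraries were not separated. No biological explanation was tested, and the sequence itself was not analysed here.

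Sequence chr00 was over-represented among the strongest events. Of the strongest 100 events, between 12% (CARPO labelled 1000) and 37% (NAC33 labelled 1000) lay on chr00, against 1.58% to 4.05% of the other events. The difference held in all 7 lists (two-sided Fisher's exact test, largest p = 5.50e-05, also after adjustment over the 7 lists), with events as units and not replicates. Recovery that does not depend on the factor would give chr00 events a CARPO partner more often. Among the strongest rank class of NAC33 labelled 500 on leaf DNA, 24 of 62 chr00 events (38.7%) and 389 of 1112 others (35.0%) had one (two-sided Fisher's exact test, p = 0.585). With so few chr00 events this decides nothing, so recovery without a factor and binding by the factors cannot be told apart. Repeated sequence that collects reads from several places stays open and was not tested.

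Of the strongest 100 NAC33 events labelled 1000 on leaf DNA, 41 had no NAC33 partner labelled 500, against 7 in the reverse direction. For CARPO the numbers ran the other way, with 5 of the strongest 100 labelled 1000 and 19 of those labelled 500 lacking a partner. Carry-over of CARPO fragments labelled 1000 into the NAC33 library labelled 1000 was weighed. Of the strongest 20 CARPO events labelled 1000, 10 had a NAC33 partner labelled 1000 and 5 had one labelled 500, the direction that carry-over would give. A CARPO partner labelled 1000 was present for 13 of the 41 events (31.7%) and for 32 of the 59 recurring ones (54.2%; two-sided Fisher's exact test, p = 0.0404, not adjusted). The events without a CARPO partner labelled 1000 argue against carry-over as the whole source, and for the 13 with one it stays open. Of the 41, 19 had no partner in any CARPO or NAC03 list. Calling from 2 libraries together may remove events seen in 1 library only. The 5 CARPO events do not decide this, because the CARPO list labelled 500 is also the longer one and the libraries behind it were not compared singly, so pooling and a difference between libraries cannot be told apart. The biological difference between the title numbers was not tested.

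The strongest NAC33 place, on chromosome 13, was strong with NAC03 and with CARPO labelled 500 on leaf DNA and absent from the other CARPO lists. No explanation of this was tested.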
